A study of Schmidtea mediterranea with 16 samples.

How the data were processed

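The series holds 16 RNA-seq libraries of sorted X1 cells of Schmidtea mediterranea. Per the labels' protocols, total RNA of sorted cells was extracted with Trizol and libraries were made with the NEBNext Ultra Directional kit from poly(A) RNA. The groups are combinations of the RNAi target (atm or unc-22) and irradiation (none, or 2000 rads with collection 1 day later), with 4 libraries each, and each library's group and replicate number come from its labels.

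Values were deposited as raw read counts in a matrix of all libraries and in a file per library. The per-library files have the layout of STAR gene counts, with lines for unmapped, multimapped and other reads that name no gene and a count per transcript without strand and for each strand. The aligner's version, its settings and the trimming were not given in the sources used here. Transcript identifiers in the deposited files carry the name dd_Smed_v6, a transcriptome assembly of this species. The matrix of deposited counts was compared with the per-library files: of its 429328 cells, 0 differed from the reverse-strand counts summed over transcripts that share the first 2 numbers of their identifier. The 41745 transcripts made 28742 genes, of which the matrix kept 26833; each of the 1909 genes left out had at most 1 read. No matrix row lacked a gene, and 387 genes had no read. Reads that mapped to several places stay outside the counts, so genes with near-identical copies are counted too low and their values are uncertain. Reads counted on the opposite strand made up between 1.33% and 2.42% of the reads counted in genes. The deposited counts are whole numbers with a different total in each library, and no normalization shows in them.

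Gene totals ranged from 6.99 to 26.5 M reads per library (M, reads in units of 1000000). A gene with 0 reads over a group was set against a floor of 3 reads over that group, which covers counting error only, since reads without molecular identifiers are not independent molecules.

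Genes were tested with edgeR 4.0.16 in R 4.3.3. Genes with low counts were removed by filterByExpr with the 4 groups, which kept 17843 and removed 8990. Scaling used TMM factors, dispersions were estimated over all 16 libraries, and 1 quasi-likelihood fit without intercept had a coefficient per group and 12 residual degrees of freedom. The 5 contrasts were irradiation in each RNAi group, atm against unc-22 in each irradiation state, and the interaction. P values were adjusted by the Benjamini-Hochberg method over all tested genes, and genes at an adjusted p under 0.05 were called. CPM values are reads of a gene per 1000000 reads of the TMM-scaled library. Standard errors are those of the log2 fold change. Named genes are, per contrast, the 2 rising and 2 falling genes with the smallest p among those called, at least 2-fold changed and without overlap between the libraries of the compared groups; the last condition was not applied to the interaction. The design, this rule and most alternatives were fixed before the data were examined. A list of DNA damage, cell cycle and neoblast genes, atm among them, was fixed as well and could not be matched, since the files do not pair identifiers with names; it is not analysed here. Gene positions, GC content and length were not used here.

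The irradiation response score used log2 CPM with a prior count of 2. Its genes were chosen on the mean irradiation effect over both RNAi groups, which gave the groups equal weight. Irradiated unc-22(RNAi) libraries varied more than irradiated atm(RNAi) ones (median SD 0.66 against 0.49 in log2 CPM). A lean of the choice of genes toward larger effects in unc-22(RNAi) is therefore not excluded. Since that choice fixes the direction of the irradiation effect on the score, permutation p values of that effect are not reported; they stay among the 5 tests of the adjustment. Scores of the RNAi groups were compared by exact two-sided permutation of 4 against 4 libraries (70 splits), and the difference of the irradiation effects by permuting RNAi labels within each irradiation state (4900 regroupings). Library measures were compared in the same way, with Benjamini-Hochberg adjustment over 20 tests.

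The scripts were tested on simulated data. Counts were drawn for the 17843 genes from the means and sizes of the libraries, with 200 genes changed by 2 in log2. The changed genes were taken from those with a mean log2 CPM above 2. The share recovered was 89.5% for irradiation in unc-22(RNAi), 91% for irradiation in atm(RNAi), 90.5% for knockdown in unirradiated cells, 86% for knockdown in irradiated cells and 66.5% for the interaction. With no gene changed, 0 genes were called in each contrast. Each simulated gene had 1 spread in all groups, while the median SD of the real groups ran from 0.32 to 0.66 in log2 CPM. The simulation therefore cannot show how many false calls, or what bias of the score, unequal spreads give. For the score, a simulated atm effect of 50% of the unc-22 effect was estimated as 53.0%, and one of 100% as 101%.

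The alternatives were relative log expression factors, upper quartile factors, library size alone, DESeq2 1.42.0, limma-voom (limma 3.58.1), other low-count filters, a robust fit, fits of the compared groups alone, the replicate number as a block, the lane in the per-library files as a covariate, other strand settings, and leaving out each library. Thinning to the shallowest library, leaving out the 2 most abundant genes, a spread per group in limma-voom and each lane alone were added after seeing the data, as were the counts of shared genes with each library left out. Libraries of replicates 1 and 2 came from lane 8 and those of replicates 3 and 4 from lane 7 in every group, so the lane does not separate the groups. Tables of libraries and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.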

Results

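The study measured how knockdown of atm changed the transcripts of planarian X1 cells, with and without irradiation of the animals. Planarians of the species Schmidtea mediterranea hold a large population of dividing stem cells called neoblasts. X1 cells are a gate of dissociated planarian cells in flow cytometry, sorted for a high DNA content, and are made up mostly of dividing neoblasts. ATM is a protein kinase that responds to breaks in DNA. Knockdown was by RNA interference (RNAi), and unc-22(RNAi), directed at a nematode gene, served as the control. Irradiated animals received 2000 rads and their cells were collected 1 day later. The 4 groups were unirradiated unc-22(RNAi), unirradiated atm(RNAi), irradiated unc-22(RNAi) and irradiated atm(RNAi), each with 4 libraries of poly(A) RNA.

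The 16 libraries held between 6.99 M and 26.5 M reads counted in genes (M, reads in units of 1000000). The mean gene total was 21.6 M ± 3.64 (SD, n = 4) in unirradiated unc-22(RNAi) and 21.0 M ± 2.92 (SD, n = 4) in unirradiated atm(RNAi). It was 11.3 M ± 3.42 (SD, n = 4) in irradiated unc-22(RNAi) and 19.5 M ± 3.80 (SD, n = 4) in irradiated atm(RNAi). Irradiated unc-22(RNAi) cells had the lowest mean, so their values carry the largest counting error. The 4 irradiated unc-22(RNAi) libraries were all below the 4 unirradiated ones (exact two-sided permutation p = 0.0286, the smallest that 70 splits can give). After Benjamini-Hochberg adjustment over the 20 tests of library measures this permutation p became 0.0952. The share of reads left unmapped was 38.2% ± 6.38 (SD, n = 4) in unirradiated unc-22(RNAi), 30.6% ± 5.43 (SD, n = 4) in unirradiated atm(RNAi), 61.4% ± 8.84 (SD, n = 4) in irradiated unc-22(RNAi) and 39.7% ± 2.85 (SD, n = 4) in irradiated atm(RNAi). This share was also separated between irradiated and unirradiated unc-22(RNAi) at an exact permutation p of 0.0286, with an adjusted value of 0.0952. The 2 genes with the most reads, dd_Smed_v6_4_1_1 and dd_Smed_v6_7_0_1, took 4.74% ± 1.24 (SD, n = 4) of the counts in unirradiated unc-22(RNAi) and 14.4% ± 5.55 (SD, n = 4) in irradiated unc-22(RNAi). In atm(RNAi) they took 5.05% ± 2.61 (SD, n = 4) without and 7.93% ± 1.95 (SD, n = 4) with irradiation.

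**Figure D1:**
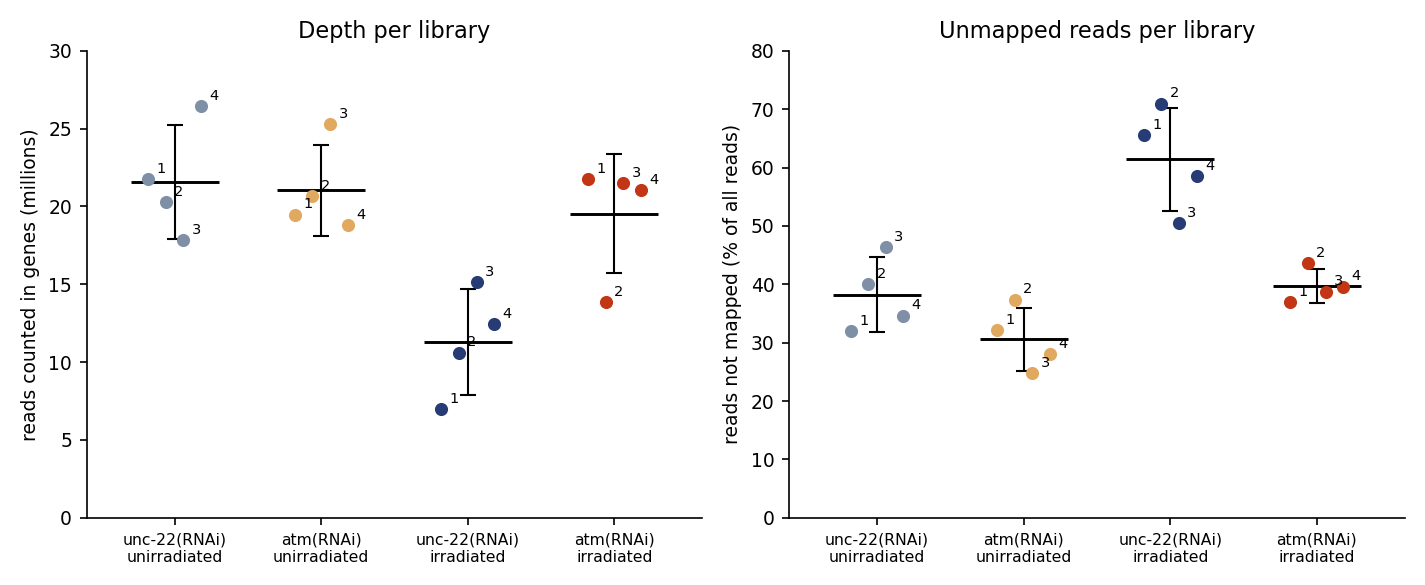
Reads counted in genes (left, M reads) and share of reads left unmapped (right, percent of all reads) for each of the 16 libraries. Points are libraries numbered by replicate, horizontal lines are group means and bars are ± SD (n = 4); irradiated unc-22(RNAi) had the lowest mean gene total, 11.3 M, and the highest mean unmapped share, 61.4%.

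The files do not pair gene identifiers with gene names, so genes are given by identifier, and the level of the atm transcript was not analysed here. The depth of the knockdown in each library is therefore open, and the RNAi groups rest on the labels alone. Principal component 1 of log2 CPM (reads of a gene per 1000000 reads counted) held 43.6% of the variance. The median SD of a gene over the 4 libraries of a group, in log2 CPM, was 0.40 in unirradiated unc-22(RNAi), 0.32 in unirradiated atm(RNAi), 0.66 in irradiated unc-22(RNAi) and 0.49 in irradiated atm(RNAi). The 24 pairs of libraries within groups all differed by more than sampling noise, with a chi-square per degree of freedom of at least 9.18. That test uses counting noise alone, so it cannot show that the libraries came from separate RNA samples. Each library was counted as 1 sample on its label.

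The first comparison asked which transcripts changed with irradiation in control cells. Of 17843 tested genes, 8442 differed between irradiated and unirradiated unc-22(RNAi) at an adjusted p under 0.05 (edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). The number of higher genes was 4254 and the number of lower genes was 4188, and 5585 of the 8442 changed at least 2-fold. The median log2 fold change of all tested genes was 0.17 under the main scaling (TMM) and 0.29 under relative log expression factors, so log2 fold changes of this comparison hold relative to a shift of that size. The alternative that moved the count most was the libraries of lane 8 alone, 2 per group, with 58 genes; with 4 libraries per group and the main strand, a fit of the compared groups alone gave 6801. The separation of the groups was complete, with no overlap between 4 and 4 libraries, for 7237 genes or 40.6%, where chance gives 2.86%. The rising gene with the smallest p was dd_Smed_v6_12394_0_1, with 5.69 ± 1.49 CPM (SD, n = 4) before and 132 ± 57.3 CPM (SD, n = 4) after irradiation. Its log2 fold change was 4.54 ± 0.30 (SE), with an adjusted p of 1.3e-07 (edgeR quasi-likelihood, Benjamini-Hochberg). The second rising gene, dd_Smed_v6_2825_0_1, went from 24.2 ± 2.76 to 93.1 ± 8.87 CPM (SD, n = 4 each), a log2 fold change of 1.94 ± 0.15 (SE) with an adjusted p of 2.24e-07 (edgeR quasi-likelihood, Benjamini-Hochberg). On the reads of the opposite strand, which were few, this gene had a log2 fold change of -0.28 and was not called. Among falling genes, dd_Smed_v6_6237_0_1 went from 63.5 ± 4.82 to 12.5 ± 1.12 CPM (SD, n = 4 each), a log2 fold change of -2.34 ± 0.16 (SE). For dd_Smed_v6_6379_0_1 the level went from 137 ± 7.79 to 37.5 ± 1.83 CPM (SD, n = 4 each), a log2 fold change of -1.87 ± 0.13 (SE). Both falling genes had an adjusted p of 1.3e-07 (edgeR quasi-likelihood, Benjamini-Hochberg), and all 4 irradiated libraries lay beyond all 4 unirradiated ones for each of these genes.

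The same comparison in atm(RNAi) asked whether cells under atm(RNAi) responded alike. It called 638 genes (edgeR quasi-likelihood, adjusted p under 0.05), 432 higher and 206 lower, of which 381 changed at least 2-fold. The balance of higher and lower genes depended on the setting: limma-voom called 214 higher and 337 lower, a fit of the compared groups alone 495 and 470, and the libraries of lane 7 alone 21 and 45. Complete separation of the 4 irradiated from the 4 unirradiated libraries was seen for 2667 genes. The number of called genes depended on single libraries and on the tool. Leaving out irradiated replicate 1 raised it to 1987, and leaving out unirradiated replicate 1 lowered it to 148; it moved by more than 1.5 times in 9 of the 16 fits with a library left out. DESeq2 called 1984 genes, among them all 638. The gene with the smallest p was again dd_Smed_v6_12394_0_1, with 5.02 ± 0.55 CPM (SD, n = 4) before and 135 ± 23.4 CPM (SD, n = 4) after irradiation. Its log2 fold change was 4.75 ± 0.31 (SE), with an adjusted p of 1.7e-07 (edgeR quasi-likelihood, Benjamini-Hochberg). The next rising gene, dd_Smed_v6_4477_0_1, went from 16.6 ± 4.08 to 363 ± 63 CPM (SD, n = 4 each), a log2 fold change of 4.45 ± 0.30 (SE). In unc-22(RNAi) this gene went from 21.5 ± 4.22 to 226 ± 94 CPM (SD, n = 4 each). The falling genes with the smallest p were dd_Smed_v6_879_0_1, with a log2 fold change of -1.56 ± 0.15 (SE), and dd_Smed_v6_1776_0_1, with -1.48 ± 0.18 (SE). Their adjusted p values were 2.47e-05 and 0.000411 (edgeR quasi-likelihood, Benjamini-Hochberg), and the irradiated libraries of each lay below all 4 unirradiated ones.

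**Figure D2:**
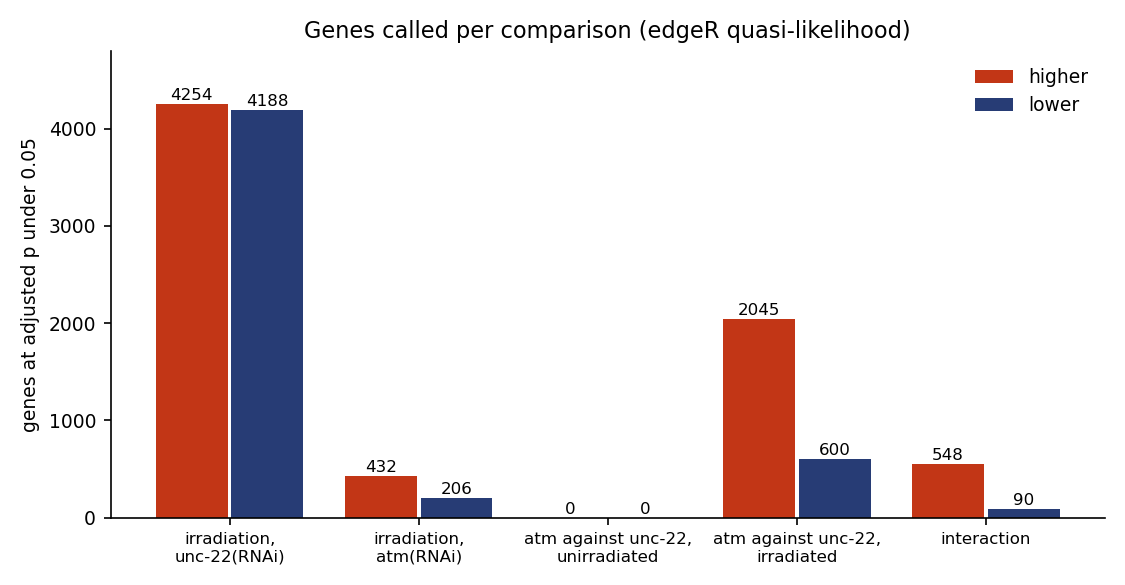
Number of genes called at an adjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg) in each of the 5 comparisons; red bars are genes higher and blue bars genes lower in the first-named condition or with a positive or negative interaction. Irradiation changed 4254 genes upward and 4188 downward in unc-22(RNAi) against 432 and 206 in atm(RNAi), and no gene was called between the RNAi groups without irradiation.

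The called genes of the RNAi groups were then set against each other; these irradiation contrasts share no library. Of the 638 genes called in atm(RNAi), 607 or 95.1% were also called in unc-22(RNAi), and all 607 changed in the same direction, 410 higher and 197 lower. These 607 genes were 7.19% of the genes called in unc-22(RNAi). Over the 607 genes the median absolute log2 fold change was 1.97 in unc-22(RNAi) and 1.23 in atm(RNAi), and 484 of them had the smaller change in atm(RNAi). The medians were the same with genes at 0 reads in a group set to their bound. Of the 8442 genes called in unc-22(RNAi), 7811 or 92.5% had the same direction in atm(RNAi), called there or not. A gene called in unc-22(RNAi) and not in atm(RNAi) is not by that alone shown to differ between them; the interaction gives that test.

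**Figure D3:**
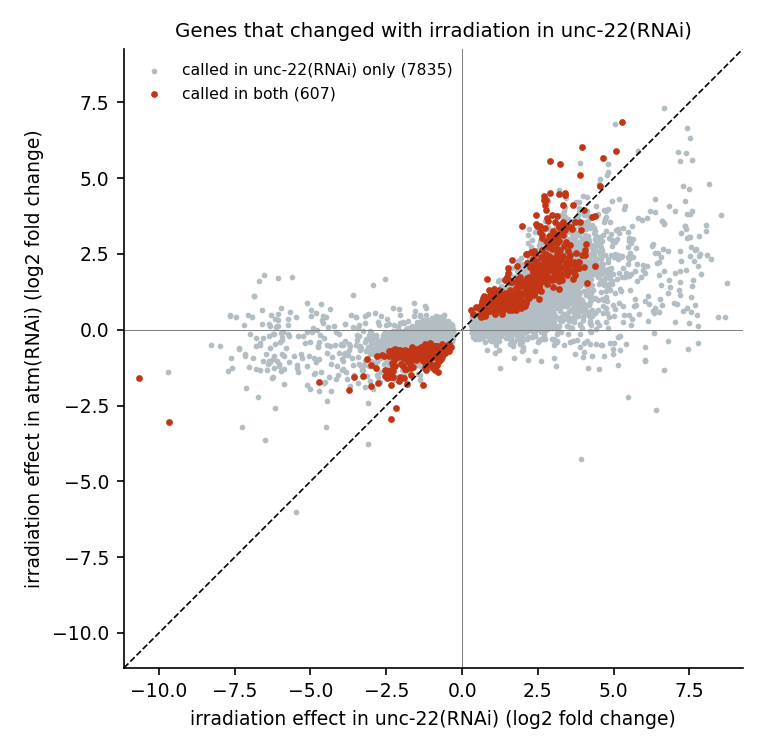
Log2 fold change with irradiation in atm(RNAi) (vertical axis) against that in unc-22(RNAi) (horizontal axis) for the 8442 genes called in unc-22(RNAi), with the 607 genes called in both in red and the dashed line marking equal effects. Of the 607 genes, 484 had the smaller change in atm(RNAi); genes with 0 reads in a group are drawn at their fitted value, which depends on the fit.

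An irradiation response score summarised each library in 1 value. It was the mean log2 CPM of 3393 genes that rose minus the mean of 892 genes that fell with irradiation, chosen on the average effect over both RNAi groups (edgeR quasi-likelihood, adjusted p under 0.05, at least 2-fold). The score was -2.79 ± 0.17 (SD, n = 4) in unirradiated unc-22(RNAi), -2.66 ± 0.16 (SD, n = 4) in unirradiated atm(RNAi), 1.85 ± 0.89 (SD, n = 4) in irradiated unc-22(RNAi) and -0.60 ± 1.25 (SD, n = 4) in irradiated atm(RNAi). Irradiation raised it by 4.64 in unc-22(RNAi) and by 2.06 in atm(RNAi), 44.4% of the former; the genes were chosen for changing with irradiation, so this rise is given without a p value. Between the RNAi groups the score differed by -2.45 in irradiated cells (exact two-sided permutation p = 0.0286, the smallest that 70 splits can give, and 0.0357 after Benjamini-Hochberg adjustment over 5 tests) and by 0.13 in unirradiated cells (exact permutation p = 0.343). The former p rose to 0.0571 (exact permutation) without irradiated unc-22(RNAi) replicate 2, 3 or 4 or irradiated atm(RNAi) replicate 1 or 4. The effect of irradiation was smaller in atm(RNAi) by 2.58 score units: the difference of effects was -2.58, with an exact permutation p of 0.0049 over 4900 regroupings of the RNAi labels (adjusted 0.0245). The alternative that moved this value most used no fold change minimum in the choice of genes, and gave -1.79 (exact permutation p = 0.0131). Leaving out irradiated atm(RNAi) replicate 1 changed the difference to -1.92. That library had a score of -2.26, close to the highest unirradiated library at -2.47, while the other 3 irradiated atm(RNAi) libraries were at 0.51, 0.18 and -0.83. With 2 libraries per group in each lane, the difference was -2.61 within lane 7 (exact permutation p = 0.0556, the smallest possible) and -2.53 within lane 8 (exact permutation p = 0.278), where it lay inside the permutation spread.

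The rising and falling genes of the score were also taken apart. Over the rising genes the median log2 fold change with irradiation was 2.66 in unc-22(RNAi) and 1.51 in atm(RNAi). Over the falling genes it was -2.01 in unc-22(RNAi) and -0.71 in atm(RNAi); with genes at 0 reads in a group set to their bound, the former median became -1.997 and the latter stayed. For the falling genes the mean log2 CPM differed between the effects by 1.41 (exact permutation p = 0.00857). For the rising genes the difference was -1.17 (exact permutation p = 0.0922), which did not pass 0.05.

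**Figure D4:**
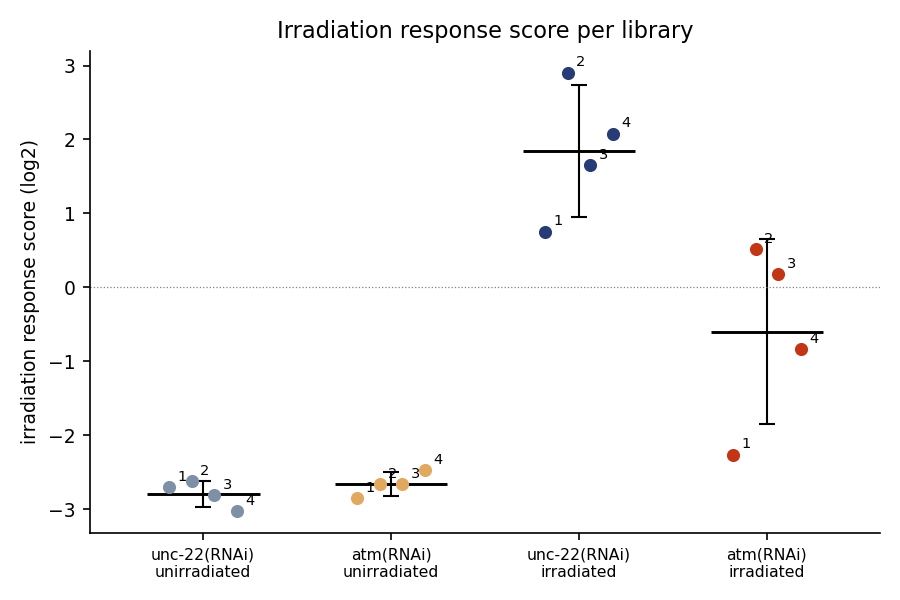
Irradiation response score (log2 units, vertical axis) of each library by group; points are libraries numbered by replicate, horizontal lines are group means and bars are ± SD (n = 4). The mean was 1.85 in irradiated unc-22(RNAi) and -0.60 in irradiated atm(RNAi), and replicate 1 of the latter, at -2.26, lay close to the unirradiated libraries.

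Knockdown of atm in unirradiated cells asked for a change without DNA damage by irradiation. No gene was called by the edgeR quasi-likelihood test at an adjusted p under 0.05, and 278 genes had an unadjusted p under 0.05, where 892 of 17843 would be expected with no change. This number depended on the fit. It was 905 of 17843 in limma-voom with a spread per group, against 328 of 17843 in limma-voom without it. In the 2 compared groups alone it was 583 of 14969. The fit with a spread per group and that of the compared groups each called 1 gene. The edgeR fit of all 16 libraries can thus be too strict for this contrast, so its 0 calls do not show that nothing changed. DESeq2 called 1 gene and limma-voom called 0. Complete separation of the 4 atm(RNAi) from the 4 unc-22(RNAi) libraries was seen for 550 genes or 3.08%, close to the 2.86% that chance gives. The gene with the smallest p, chosen after the values were seen, was dd_Smed_v6_14586_0_1, with 113 ± 20.4 CPM (SD, n = 4) in unc-22(RNAi) and 47.5 ± 9.12 CPM (SD, n = 4) in atm(RNAi). Its log2 fold change was -1.25 ± 0.23 (SE), with an adjusted p of 0.653 (edgeR quasi-likelihood, Benjamini-Hochberg), and it was the gene DESeq2 called. Its 4 atm(RNAi) libraries were all below the 4 unc-22(RNAi) libraries without irradiation, while in irradiated cells its log2 fold change was 0.58.

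Knockdown of atm in irradiated cells was tested in the same fit. It called 2645 genes (edgeR quasi-likelihood, adjusted p under 0.05), 2045 higher and 600 lower in atm(RNAi), of which 1096 differed at least 2-fold. The share of higher genes, 77.3%, depended on the scaling and the tool. It was 63.1% with relative log expression factors, 66.6% with upper quartile factors, 61.3% with limma-voom and 54.9% with DESeq2. The count depended on the fit: a fit on the 8 irradiated libraries alone called 0 genes, with 3478 at an unadjusted p under 0.05, and limma-voom with a separate spread for each group called 2150. Leaving out irradiated atm(RNAi) replicate 1 lowered the count to 1157, leaving out irradiated unc-22(RNAi) replicate 4 lowered it to 1725, and leaving out irradiated unc-22(RNAi) replicate 1 raised it to 4366. The gene with the smallest p was dd_Smed_v6_11867_0_1, with 14.6 ± 3.94 CPM (SD, n = 4) in irradiated unc-22(RNAi) and 80.5 ± 24.8 CPM (SD, n = 4) in irradiated atm(RNAi). Its log2 fold change was 2.46 ± 0.21 (SE), with an adjusted p of 1.84e-05 (edgeR quasi-likelihood, Benjamini-Hochberg). The second higher gene, dd_Smed_v6_15107_0_1, had 0 reads in the 4 irradiated unc-22(RNAi) libraries together and 4.29 ± 1.55 CPM (SD, n = 4) in irradiated atm(RNAi). Set against a floor of 3 reads over the 4 libraries, 0.0623 CPM, irradiated atm(RNAi) was at least 68.9-fold higher, and unirradiated unc-22(RNAi), at 11.1 ± 1.38 CPM (SD, n = 4), was at least 178-fold higher. The lower genes with the smallest p were dd_Smed_v6_2622_0_1, with a log2 fold change of -1.13 ± 0.18 (SE), and dd_Smed_v6_7614_0_1, with -1.32 ± 0.21 (SE), at adjusted p values of 0.00077 and 0.00099 (edgeR quasi-likelihood, Benjamini-Hochberg). For each of the 4 genes the libraries of the RNAi groups did not overlap.

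The interaction tested per gene whether the irradiation effect differed between the RNAi groups. It was called for 638 genes (edgeR quasi-likelihood, adjusted p under 0.05), 548 with a positive and 90 with a negative value, and 466 were at least 2-fold in size. All 548 positive genes had fallen and all 90 negative genes had risen with irradiation in unc-22(RNAi). The interaction shares its libraries with that effect: in a simulation with no change in any group, 98.3% of the 638 genes with the smallest interaction p also had opposite signs, against 100% observed, so the opposite signs carry little information of their own. The count depended on single libraries. It ranged from 151 without unirradiated atm(RNAi) replicate 4 to 1872 without irradiated unc-22(RNAi) replicate 1, was 210 without irradiated atm(RNAi) replicate 1, and moved by more than 1.5 times in 14 of the 16 fits with a library left out. The positive genes with the smallest p were dd_Smed_v6_15107_0_1 and dd_Smed_v6_11867_0_1, with adjusted p values of 0.000478 and 0.000496 (edgeR quasi-likelihood, Benjamini-Hochberg). The level of dd_Smed_v6_11867_0_1 was 104 ± 11.2 CPM (SD, n = 4) in unirradiated unc-22(RNAi) and 96.2 ± 10.4 CPM (SD, n = 4) in unirradiated atm(RNAi), and its interaction was 2.58 ± 0.29 (SE) in log2. The negative genes with the smallest p were dd_Smed_v6_2825_0_1, with -1.23 ± 0.20 (SE) in log2, and dd_Smed_v6_10387_0_1, with -2.82 ± 0.55 (SE), at adjusted p values of 0.00481 and 0.0119 (edgeR quasi-likelihood, Benjamini-Hochberg). The latter gene was low in counts, with 9.85 ± 4.15 CPM (SD, n = 4) in irradiated unc-22(RNAi) and 3.08 ± 1.33 CPM (SD, n = 4) in irradiated atm(RNAi). The libraries of these 2 groups overlapped. Without irradiation it had 1.27 ± 0.11 CPM in unc-22(RNAi) and 2.80 ± 0.40 CPM in atm(RNAi) (SD, n = 4 each). Part of its interaction thus came from unirradiated cells, with a knockdown log2 fold change of 1.14 there and -1.68 in irradiated cells. On opposite-strand reads the interaction of dd_Smed_v6_2825_0_1 was 0.21 and not called.

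**Figure D5:**
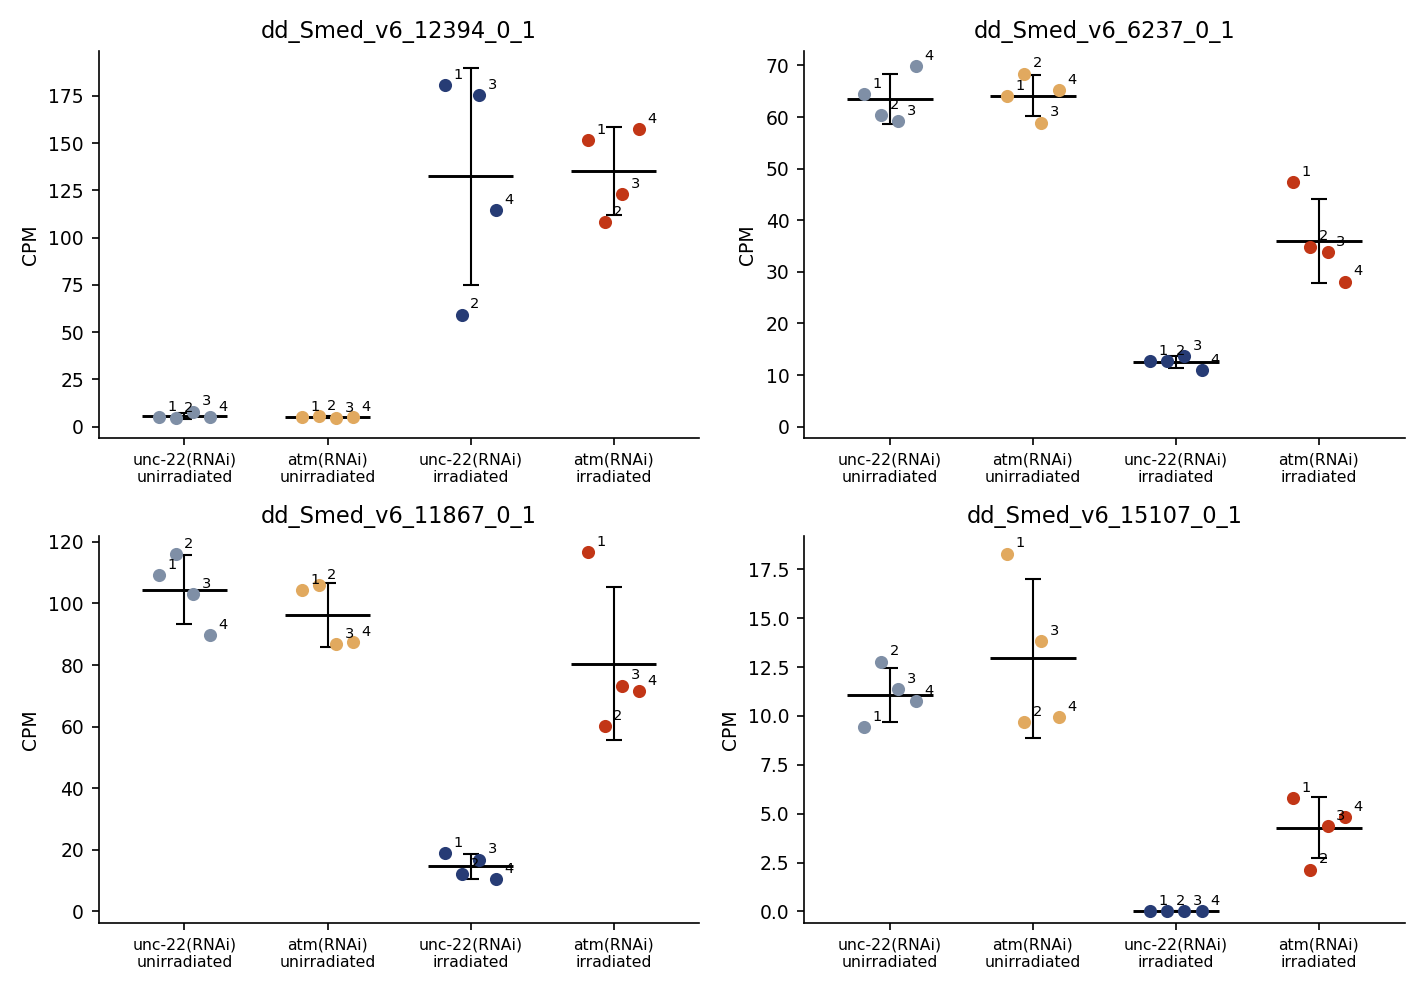
CPM (vertical axes, linear, scaled per panel) of dd_Smed_v6_12394_0_1, dd_Smed_v6_6237_0_1, dd_Smed_v6_11867_0_1 and dd_Smed_v6_15107_0_1 in each library, with points numbered by replicate, lines at group means and bars at ± SD (n = 4). The first gene reached a mean of 132 CPM in irradiated unc-22(RNAi) and 135 CPM in irradiated atm(RNAi), while the other 3 genes were lower in irradiated unc-22(RNAi) than in irradiated atm(RNAi), with no overlap of libraries.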

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

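The tests of depth, abundant genes, lane, unmapped share, borrowed spread and genes with an interaction against a common weakening were chosen after the results were seen, as were the settings with thinned counts, without the 2 most abundant genes, with a spread per group and within a lane. The tests of a common weakening over all genes, of falling against rising score genes, of read totals, of the strand and of other groupings were set before their results were seen.

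The irradiation effect on the response score differed between the RNAi groups by -2.58 (atm minus unc-22, exact permutation p = 0.0049). It is set apart here as a difference between groups that was itself tested. Unequal depth does not account for it, since with every library thinned to the shallowest one the difference was -2.34 (exact permutation p = 0.00571). Reads taken by the 2 most abundant genes do not account for it either: without them it was -2.60 (exact permutation p = 0.00449). Each lane held 2 libraries of every group, and the difference was -2.61 within lane 7 (exact permutation p = 0.0556, the smallest possible) and -2.53 within lane 8 (exact permutation p = 0.278), so a shift between lanes shared by the groups does not account for it. The share of unmapped reads cannot be told apart from the knockdown as its source, since the irradiated groups differed in it by -21.7 percentage points (atm minus unc-22, exact permutation p = 0.0286, adjusted 0.0952). Its difference of irradiation effects, -13.99 points, was within the spread (exact permutation p = 0.186). Irradiated atm(RNAi) and unirradiated unc-22(RNAi) were close in this share (exact permutation p = 0.714) and 2.19 apart in score, so the share alone does not set the score; as the score genes were chosen on irradiation, this does not decide on the difference between RNAi groups. A mislabelled or mixed library is weighed below for replicate 1 of irradiated atm(RNAi); without it the difference was -1.92. Other candidate explanations stay open. These include GC content or length bias and RNA of other cells, for which no sequence or marker genes were used here, a different make-up of the sorted gate after irradiation, and the atm knockdown itself, which is what the design varies.

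The per-gene interaction was called for 638 genes (edgeR quasi-likelihood, adjusted p under 0.05), a second difference between groups with its own test. Among 100 regroupings of the RNAi labels within the irradiation states, the real one included, 1 gave as many genes, the real one. The next highest gave 605. The 100 were a sample of the possible regroupings, and the real count ranged from 151 to 1872 with 1 library left out. The count of 638 is thus not clearly apart from 605, and chance is not excluded. A candidate explanation is that irradiation changed all genes by a common smaller share in atm(RNAi). Each gene was tested against a common share of 44.4%, the ratio of the score effects. Of the genes with an interaction, 0 of 638 departed from that share with adjustment over all tested genes, 6 with adjustment over the 638 alone, and 203 had an unadjusted p under 0.05 (edgeR quasi-likelihood, Benjamini-Hochberg). These genes were chosen for an unequal effect, so for them the test does not decide and the common share stays open. Over all 17843 genes, 5 departed (edgeR quasi-likelihood, adjusted p under 0.05), and for these the common share is argued against. All 5 rose in unc-22(RNAi) and responded beyond the share in atm(RNAi), among them dd_Smed_v6_4477_0_1 and dd_Smed_v6_12394_0_1. With a share set to 25%, 50% or 75%, the number of departing genes was 10, 6 and 14. Their direction depended on the share: 10 lay beyond it at 25%, 5 beyond and 1 short at 50%, and 1 beyond and 13 short at 75%. Whether the fall of genes was weakened more than the rise was not decided: the atm effect was 51.6% of the unc-22 effect over rising and 36.7% over falling genes, with an exact permutation p of 0.458 for the difference.

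Irradiated unc-22(RNAi) libraries had a mean unmapped share of 61.4%, against 38.2% in their unirradiated controls. This is a signal in reads that no comparison of genes used. Read totals do not account for it, as 3 of the 4 libraries lay inside the range of read totals of the other groups, 29.9 to 48.5 M. The difference of the irradiation effects on this share between RNAi groups was -13.99 percentage points (exact permutation p = 0.186), within the spread. The unmapped reads themselves are not analysed here, so contamination, short or damaged fragments and transcripts missing from the assembly stay open, and no biological explanation was tested.

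On reads of the opposite strand, 350 genes were called for irradiation in unc-22(RNAi), another signal outside the main counts. Incomplete strand selection in the library kit could place reads of the same transcripts there. Of 329 such genes tested on the main strand, 288 or 87.5% changed in the same direction, which goes with that explanation for most of them and leaves the others open, so it cannot be told apart from antisense transcription with these counts.

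A test for 1 library far from the others of its group was run on 88 sets of 4 libraries and marked 2, fewer than the 1 in 20 that chance gives. The gene total of irradiated atm(RNAi) replicate 2 was 13.9 M, while the others of its group lay between 21.1 and 21.8 M. The level of dd_Smed_v6_12394_0_1 in unirradiated unc-22(RNAi) replicate 3 was 7.90 CPM, while the others lay between 4.68 and 5.16 CPM; all irradiated libraries were above it, the lowest at 59.2 CPM. No biological explanation was tested for either.

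Genes called for irradiation in unc-22(RNAi) were as many in 1 of 35 splits of the 8 libraries, the real one, and the same count, 1 of 35, was found for irradiation in atm(RNAi), so chance is argued against in both. For knockdown in irradiated cells 2 of 35 splits called as many genes, so chance is not excluded. The other split exchanged irradiated unc-22(RNAi) replicate 1 for irradiated atm(RNAi) replicate 2, called 3183 genes and does not follow the lane. Irradiated scores were lowest in replicate 1 (0.75 in unc-22(RNAi), -2.26 in atm(RNAi)) and highest in replicate 2 (2.90 and 0.51). The splits took no account of replicate number, so a sharing by number stays open here. The spread borrowed from the unirradiated libraries cannot be told apart from a gain in power here: the 8 irradiated libraries alone gave 0 calls, and a spread per group gave 2150. For knockdown in unirradiated cells all 35 of 35 splits called at least as many, since the real one called 0 (edgeR quasi-likelihood; 278 at an unadjusted p under 0.05; 1 by DESeq2). The 550 genes without overlap there were matched or exceeded in 12 of 35 splits, so chance can give them.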

How the results depend on the processing

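Added after seeing the data were the settings with thinned counts, without the 2 most abundant genes, with a spread per group and within a lane, and the counts of shared genes with each library left out; the others were planned. Over the contrasts, the score and the shared calls, 258 of 358 alternative values kept their direction and their side of the threshold, or stayed within 1.5 times for a count. Where no cause is named below, the cause was not tested.

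DESeq2 called 1984 genes for irradiation in atm(RNAi) (638 in the main analysis), 1 gene for knockdown in unirradiated cells, 1397 genes for the interaction, and 1834 shared genes. With limma-voom the knockdown in irradiated cells had 4252 genes and the interaction 1100. With a spread per group limma-voom gave 1253 genes for irradiation in atm(RNAi), 1 for knockdown in unirradiated cells and 1189 for the interaction. In fits of the compared groups alone, irradiation in atm(RNAi) had 965 genes, knockdown in unirradiated cells 1 and knockdown in irradiated cells 0 (3478 at an unadjusted p under 0.05). The 1 gene was dd_Smed_v6_14586_0_1 in all 3 of these settings. Upper quartile factors gave 380 genes for the interaction and no low-count filter gave 343. Thinned counts gave 1705 genes for knockdown in irradiated cells and 236 for the interaction, so depth limited both counts. An adjusted p under 0.01 left 103 shared genes, as a stricter threshold must leave fewer.

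The share of higher genes moved by over 10 points with another scaling for irradiation in atm(RNAi), from 67.7% to 57.2% with library size alone, and for knockdown in irradiated cells, from 77.3% to 63.1% with relative log expression and 66.6% with upper quartile factors. For irradiation in atm(RNAi) it was 38.8% with limma-voom and 51.3% in the compared groups alone. For knockdown in irradiated cells it was 61.3% with limma-voom and 54.9% with DESeq2, and for the interaction 66.9% with DESeq2, from 85.9%. The median log2 fold change for irradiation in unc-22(RNAi) was 0.17 with TMM and 0.32 with library size alone.

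Within lane 7 the counts were 66 for irradiation in atm(RNAi), 931 for knockdown in irradiated cells and 11 for the interaction. Within lane 8 they were 58 for irradiation in unc-22(RNAi) and 0 for irradiation in atm(RNAi), knockdown in irradiated cells and the interaction, with 865, 1781 and 937 genes at an unadjusted p under 0.05 (edgeR quasi-likelihood). With 2 libraries per group, exact permutation of the score cannot reach p = 0.05 for a pair of groups. In lane 7 the score effects were 4.97, 2.36, -2.16 and a difference of -2.61 (irradiation in unc-22(RNAi), in atm(RNAi), knockdown in irradiated cells, difference of effects). In lane 8 they were 5.27, 2.74, -2.61 and -2.53, and the knockdown effect in unirradiated cells, 0.13 over all libraries and not called, was 0.45 in lane 7 and changed sign to -0.074 in lane 8. The few reads of the opposite strand gave 350 genes for irradiation in unc-22(RNAi), 0 for irradiation in atm(RNAi), 28 for knockdown in irradiated cells and 0 for the interaction (236 and 425 at an unadjusted p under 0.05 for the zeros). Without a fold change minimum for its genes, the score difference for knockdown in irradiated cells was -1.65 (exact permutation p = 0.0571).

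Replicate numbers were not taken to pair the libraries, since the labels name no shared batch and 7 of 24 same-number pairs of libraries had correlated deviations over 0.1. The correlations ran from -0.07 to 0.43 and 20 of 24 were positive, with a median of 0.07 against -0.03 for different numbers. The highest, 0.43 and 0.31, were between the irradiated RNAi groups for replicates 1 and 2. Sample codes in the labels also run in blocks by replicate number, so a partial sharing is not excluded. With the replicate block the interaction had 1258 genes. The score effects stayed at 4.64, 2.06, -2.45 and -2.58, and exact sign permutation cannot go under p = 0.125 with 4 differences. The block moved no other count by over 1.5 times.

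Leaving out 1 library gave 7388 to 9074 genes for irradiation in unc-22(RNAi), 148 to 1987 for irradiation in atm(RNAi), 0 for knockdown in unirradiated cells, 1157 to 4366 for knockdown in irradiated cells, 151 to 1872 for the interaction and 143 to 1904 shared genes. For irradiation in atm(RNAi) the count was 148, 169, 154 and 170 without unirradiated atm(RNAi) replicates 1, 2, 3 and 4, 1987, 175 and 181 without irradiated atm(RNAi) replicates 1, 2 and 3, and 1051 and 1359 without irradiated unc-22(RNAi) replicates 1 and 2; shared genes moved with the same 9 libraries. For the interaction it was 360, 367, 317 and 319 without unirradiated unc-22(RNAi) replicates 1 to 4, 226, 332, 206 and 151 without unirradiated atm(RNAi) replicates 1 to 4, 1872 and 399 without irradiated unc-22(RNAi) replicates 1 and 4, and 210, 1319, 407 and 415 without irradiated atm(RNAi) replicates 1 to 4. For knockdown in irradiated cells it was 4366 and 1725 without irradiated unc-22(RNAi) replicates 1 and 4 and 1157 without irradiated atm(RNAi) replicate 1. Leaving out a library or a replicate number, the score effect ranged from 4.45 to 4.94 for irradiation in unc-22(RNAi), 1.84 to 2.56 for irradiation in atm(RNAi), 0.00413 to 0.26 for knockdown in unirradiated cells, -2.83 to -1.77 for knockdown in irradiated cells and -2.96 to -1.92 for the difference of effects. The exact permutation p of the difference was 0.05 without replicate number 4, not under the threshold, and at most 0.025 in the other 19 settings. For knockdown in irradiated cells it rose to 0.0571 (35 splits of 7 libraries) without irradiated unc-22(RNAi) replicate 2, 3 or 4 or irradiated atm(RNAi) replicate 1 or 4, and to 0.1, the smallest that 3 against 3 libraries allow, without a replicate number.

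Score genes chosen in unc-22(RNAi) replicates 3 and 4 and scored in the others gave a difference of -2.21 and an atm effect of 38.8% of the unc-22 effect. This choice favours genes that change more in unc-22(RNAi), so a smaller atm effect is partly built in and the value carries no support of its own; the reverse choice in replicates 1 and 2 found 0 genes and gave no value. Named genes kept direction and call in 352 of 352 tests. These used relative log expression factors, library size alone, DESeq2, limma-voom, the replicate block, counts without strand or a library left out. The named genes were chosen for the smallest p in these same libraries, so keeping the call was largely built in. They were not followed in the other settings; where a comparison called 0 genes, in the compared groups alone or lane 8, its named genes lost their call. On the opposite strand 12 could be tested: 1 was kept, 9 were no longer called, and dd_Smed_v6_2825_0_1 reversed to -0.28 for irradiation in unc-22(RNAi) and to 0.21 for the interaction. The settings listed for the atm transcript were not run, since its identifier is not given in the sources used here.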

Other observations

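The tests of a mislabelled and of a mixed library, the falling genes and the linear scale were chosen after the values were seen, and the test on genes that keep their rise was set before its result was seen.

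Irradiated atm(RNAi) replicate 1 had a response score of -2.26, close to the unirradiated libraries, of which the highest was at -2.47. Of 1238 genes that rose at least 2-fold in both RNAi groups in a fit without this library, 18.9% lay above all 8 unirradiated libraries in it, while an unirradiated library set against the other 7 reached up to 26.5%. That comparison, set before its result was seen, left open that the library was an unirradiated one with a wrong label. A stricter comparison argued against it. In replicate 1, 11 of these genes lay over 3 times above the highest unirradiated library, against at most 3 for an unirradiated library. The gene dd_Smed_v6_12394_0_1 reached 152 CPM in it, where the 8 unirradiated libraries lay between 4.38 and 7.90 CPM. Falling genes argued against a wrong label as well: of 100 genes chosen without this library, 89 lay below all 8 unirradiated libraries in it. Their median had 64.6% of the fall of the other 3 libraries, where unirradiated atm(RNAi) libraries had at most 4.78%. The rise was mostly missing. Of 734 genes chosen without this library, 610 had under 25% of the rise seen in the other 3 libraries and the median gene had -1.41%, while 31 had at least 75% of it, where an unirradiated atm(RNAi) library gave at most 1. Uneven shares were also seen in replicate 4. Of 264 genes chosen without it, 119 had under 25% and 38 at least 75%, with a median of 28.9%. In replicates 2 and 3, 0 of 48 and 0 of 59 genes had under 25%. Those genes had to be called with replicate 1 among the irradiated libraries, which left few genes and favoured strong risers. The absence of low shares in replicates 2 and 3 is therefore partly fixed by the choice and carries little weight. The medians of replicates 2 and 3 were 123% and 95.1%. A mixture in 1 common share with RNA like that of replicate 2, 3 or 4 is argued against, since a single share must hold for falling and rising genes alike. With each of the 3 as the irradiated part, the median share was at least 58.4 percentage points higher over falling than over rising genes, and the quartile ranges did not overlap. A mixture with irradiated RNA unlike these libraries stays open. A lower or later dose received by this sample was not tested.

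A hypothesis was that the genes that rose in replicate 1 are those whose rise is kept in atm(RNAi) generally. In a fit without replicate 1, the common share was 56.4%. The 20 rising genes with the smallest p among those beyond that share were chosen. In replicate 1 they had a median of 43.9% of the rise of replicates 2 to 4 on the log2 scale, against -0.49% for the other rising genes, and 0 of 10000 random lists of 20 rising genes had a median as high. On the linear scale, where a mixture gives each gene the same share, the medians were 14.4% and -1.23%, and 57 of 10000 random lists were as high. Of the 20 genes, 8 lay over 3 times above the highest unirradiated library in replicate 1. The values go with a small set of genes whose rise was partly kept under atm knockdown even where that of most genes was missing. They say nothing on falling genes. The random lists were not matched on expression, the other irradiated atm(RNAi) libraries were used to choose the genes, and the identity of the genes is open.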
